# Defective COX1 expression in aging mice liver

**DOI:** 10.1242/bio.059844

**Published:** 2023-03-02

**Authors:** Steffen Witte, Angela Boshnakovska, Metin Özdemir, Arpita Chowdhury, Peter Rehling, Abhishek Aich

**Keywords:** Ageing, Mitochondria, Nanopore, Transcriptomics

## Abstract

Mitochondrial defects are associated with aging processes and age-related diseases, including cardiovascular diseases, neurodegenerative diseases and cancer. In addition, some recent studies suggest mild mitochondrial dysfunctions appear to be associated with longer lifespans. In this context, liver tissue is considered to be largely resilient to aging and mitochondrial dysfunction. Yet, in recent years studies report dysregulation of mitochondrial function and nutrient sensing pathways in ageing livers. Therefore, we analyzed the effects of the aging process on mitochondrial gene expression in liver using wildtype C57BL/6N mice. In our analyses, we observed alteration in mitochondrial energy metabolism with age. To assess if defects in mitochondrial gene expression are linked to this decline, we applied a Nanopore sequencing based approach for mitochondrial transcriptomics. Our analyses show that a decrease of the *Cox1* transcript correlates with reduced respiratory complex IV activity in older mice livers.

## INTRODUCTION

Mitochondria play a key role in cellular energy metabolism by providing the bulk of ATP to drive cellular activities. Moreover, they carry out additional important metabolic tasks such as the tricarboxylic acid cycle (TCA), β-oxidation of fatty acids, and ketogenesis. Due to their prokaryotic origin, mitochondria contain their own genome and a perfectly adapted transcriptomic machinery that differs substantially from those used to express the nuclear genome. The circular mitochondrial DNA (mtDNA) encodes 2 rRNAs, 22 tRNAs, and 11 mRNAs encoding 13 polypeptides that are core subunits of the oxidative phosphorylation (OXPHOS) complexes in the inner membrane (Anderson et al., 1981). Mitochondrial transcription, translation, and assembly of the OXPHOS complexes are highly complex processes. The mitochondrial gene expression process is coordinated by numerous nuclear-encoded, imported regulatory factors (D'Souza and Minczuk, 2018; Basu et al., 2020; Barshad et al., 2018). Since each mitochondrial-encoded polypeptide is part of an OXPHOS complex, mutations in mitochondrial DNA cause severe disease phenotypes (Taylor and Turnbull, 2005). In addition, accumulating mitochondrial DNA mutations have been linked to cellular aging processes (Münscher et al., 1993; Zhang et al., 1993; Nekhaeva et al., 2002; Taylor et al., 2003; McDonald et al., 2008). However, these dysfunction influence aging is highly controversial and not yet fully elucidated (Kauppila et al., 2018; Wolf, 2021; Vermulst et al., 2007).

Cellular senescence is considered as the process of general decline in cellular physiology leading to morbidity and mortality. Exploring further the connection between cellular aging and mitochondria, one finds that multifaceted pathways are linked with a mitochondrial contribution to aging (Sun et al., 2016). Conversely, age-related changes in the cell contribute to a severe decline in mitochondrial function as well (Chistiakov et al., 2014). The liver shows remarkable resilience to aging, but it is becoming increasingly clear that the liver mitochondria undergo similar cellular changes associated with aging as other tissues (Łysek-Gładysińska et al., 2021; Barazzoni et al., 2000). Aging causes changes to both the nuclear and mitochondrial genomes and the epigenome in liver (Hunt et al., 2019). Yet, also in hepatocytes, mitochondria fulfill crucial metabolic roles. In aged hepatocytes, mitochondria increase in size, show decreased membrane potential, and increased ROS production (Sugrue and Tatton, 2001; Sastre et al., 1996). Increased cell stress due to ROS production as a result of dysfunction of the OXPHOS system could also contribute to cellular aging. Because mitochondrial DNA, unlike nuclear DNA, lacks important repair and quality control mechanisms, mtDNA has been shown to be more susceptible to ROS (Miquel et al., 1980; Huang et al., 2020). However, it is not clear whether mtDNA mutations and mitochondrial malfunction are a cause, side effect, or consequence of aging. Therefore, more detailed insights into the role of mitochondrial DNA maintenance and transcription, and its adaptation to aging processes remain to be obtained.

Analyses of the nuclear transcriptome provided new insights into a variety of molecular pathways and cell type-specific aging markers (The Tabula Muris Consortium, 2020; Zhang et al., 2021). Gene expression studies in aging mouse liver revealed pathways of fibrosis and immune response to be upregulated while those of metabolism and cell cycle appear to be downregulated (Pibiri et al., 2015; White et al., 2015). Furthermore, multi-time-point transcriptomics in rats showed that the most prominent pathway downregulated with aging was oxidative phosphorylation and respiratory electron transport (Shavlakadze et al., 2019). Considering the importance of mitochondrial gene expression for the biogenesis of the OXPHOS system, it is important to examine the effect of ageing on this process. New technologies, such as the recent development of Nanopore sequencing, allow for fast genome- and transcriptome sequencing in a wide range of research areas (Wang et al., 2021). Especially, for future analyses of mitochondrial dysfunction, its adaptation to changing metabolic conditions, and involvement in human disease pathogenesis, a reliable and fast approach for monitoring of the mitochondrial transcriptome would represent a key technical asset. Therefore, we established a method for transcriptome analysis of mitochondrial mRNAs. Together with functional analyses of mitochondria, this approach provides new insights into mitochondrial changes during aging in healthy hepatocytes.

Considering a key role of mitochondria in aging and pathology, we investigated mitochondrial function in 12- and 65-week-old mice. For this, we established a Nanopore sequencing based method for mitochondrial transcriptome analyses. Our analyses revealed a robust decrease of *mt-COX1* transcript abundance resulting in reduced protein levels. Loss of the core subunit COX1 is in agreement with reduced complex IV activity in aged mice samples. Our findings provide new insights into how altered gene expression contributes to the functional decline of hepatic mitochondria.

## RESULTS

### Changes in mitochondrial membrane potential during ageing

Considering that hepatic cells are claimed to display to a certain extend resilience towards aging processes, we analyzed the correlation between different key parameters of mitochondrial physiology and age in the livers of young and aged mice 12 week (12 W) and 65 week (65 W), respectively (Fig. 1A). Livers excised from the 65 W mice showed a pale appearance. During the mitochondrial isolation the older livers also displayed a higher degree of fat layer abundance. The mitochondrial respiratory chain establishes a proton gradient across the inner membrane that drives ATP production by the *F*_1_*F*_o_ ATP synthase. To assess the mitochondrial membrane potential (Δσ), the isolated mitochondria from both experimental cohorts were stained with the membrane potential sensitive dye tetramethylrhodamin-methylester-perchlorat (TMRM). Applying the samples to flow cytometric analyses, we observed that the membrane potential was significantly reduced in the 65 W mice compared with that measured for the 12 W mice mitochondria (Fig. 1B). Similarly, when the isolated mitochondria were stained for superoxide production with fluorescent indicator MitoSOX, we found that superoxide levels were significantly increased in mitochondria from the 65 W mice compared to that of the 12 W mice (Fig. 1C). Based on these observations, we concluded that a decrease in the mitochondrial health parameters were apparent with increasing age.

**Fig. 1.**
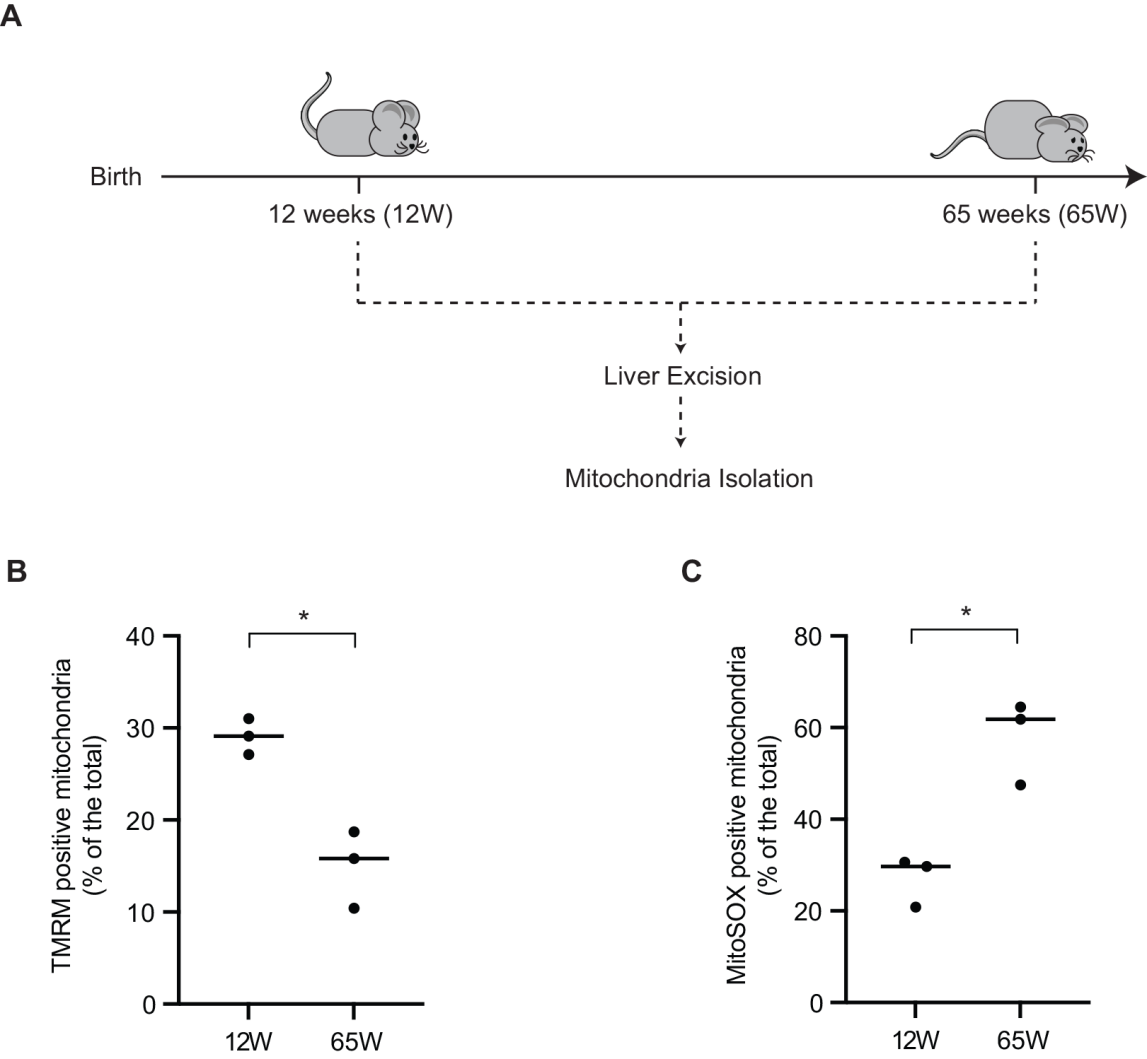
**Aged mitochondria show a decrease in membrane potential and increased oxidative stress**. (A) Overview of the experimental cohort of 12-week-old female mice compared with a cohort of 65-year-old mice and the procedures conducted. (B) Isolated mitochondria stained with TMRM to measure the mitochondrial membrane potential (column scatter plot showing mean and distribution of the biological replicates, * denotes *P*<0.05 from two-tailed unpaired *t*-test, *n*=3). (C) Isolated mitochondria stained with MitoSOX to measure the mitochondrial membrane potential (column scatter plot showing mean and distribution of the biological replicates, *P*<0.05 from two-tailed unpaired *t*-test, *n*=3).

### Mitochondrial energy metabolism changes with age

A reduction in the mitochondrial membrane potential with increased superoxide production are indicative of dysfunction of the respiratory chain and concomitantly the oxidative phosphorylation process. Therefore, we assessed mitochondrial oxygen consumption by real time respirometry to determine if a decline in oxidative phosphorylation was apparent with age. In the presence of non-limiting amounts of ADP and substrate (state 3) actively respiring mitochondria reach a maximal physiological respiration. We found that state 3 respiration was lower in 65 W liver mitochondria as compared to those from 12 W old mice (Fig. 2A). The addition of oligomycin and CCCP to measure the uncoupled maximal respiration showed a similar difference. When we quantified averages obtained from three measurements in each case, we observed that the rate of oxygen consumption was significantly reduced under all conditions (Fig. 2B). Subsequently, we measured the NADH and NAD^+^ levels in liver tissue lysates. Interestingly, both metabolites were increased in the 65 W mitochondria (Fig. 2C). However, the NAD^+^/NADH ratio was similar in both age groups. Surprisingly, quantification of the ATP levels in the experimental cohort liver lysates showed a significantly higher levels of ATP in the 65 W mice samples (Fig. 2D). To assess if the increased amounts of ATP at steady state were the result of increased glycolysis, we also measured the lactate levels in the same samples and found them to be increased in the 65 W mice samples (Fig. 2E). Accordingly, our results indicated that in the liver samples from older mice the activity of the respiratory chain is decreased and cells display a highly glycolytic metabolism.

**Fig. 2.**
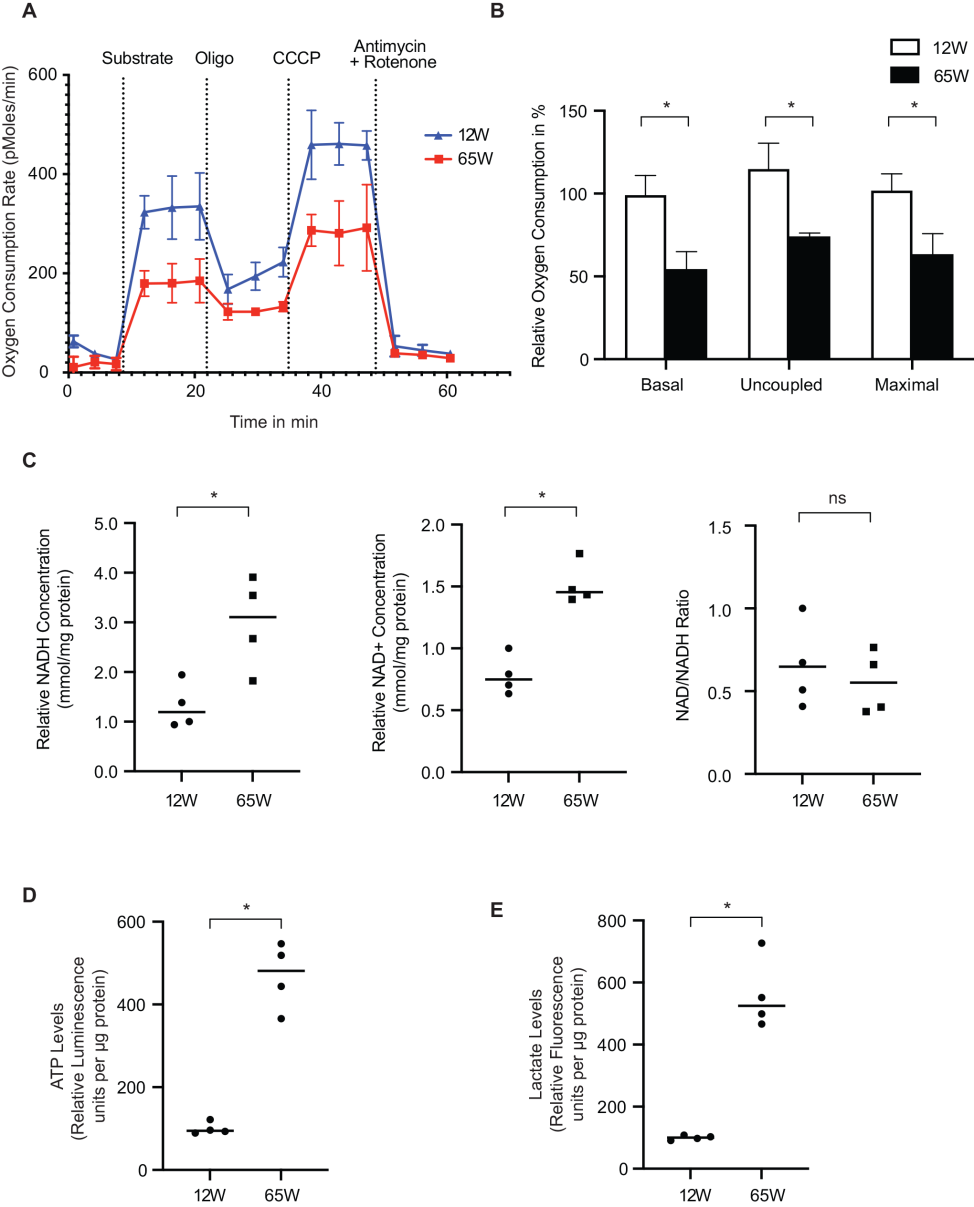
**Mitochondrial metabolism changes with age.** (A) Freshly isolated mitochondria from both cohorts were subjected to oxygen consumption rate measurement via a Seahorse Flux Analyzer to determine the respiratory capacity of the mitochondria (mean±s.e.m., *n*=4). (B) Basal respiration was calculated upon substrate injection; uncoupled respiration was calculated after oligomycin injection and maximal respiration was calculated after CCCP injection. Relative oxygen consumption per condition was calculated from the average of three measurements (mean±s.e.m., * denotes *P*<0.05 from two-tailed unpaired students *t*-test, *n*=4). (C) Total NAD and NADH were determined from equal amounts of tissue lysate form both cohorts using a NAD/NADH colorimetric assay kit (Sigma-Aldrich). NAD+ was calculated as the difference between NAD total and NADH. NAD/NADH ratio was also calculated. NAD+, NADH concentration (absorbance) and NAD/NADH ratio were normalized to the mean of the young mice samples (column scatter plot showing mean and distribution of the biological replicates, * denotes *P*<0.05 from two-tailed unpaired *t*-test, ns= non-significant, *n*=3). (D and E) Equal amounts of tissue lysate per cohort were used to determine ATP and Lactate levels respectively via fluorescence assay kits (Abcam) (column scatter plot showing mean and distribution of the biological replicates, * denotes *P*<0.05 from two tailed unpaired Students *t*-test, *n*=3).

### Mitochondrial respiratory complex IV activity reduces with age

The reduced respiration observed in the mitochondria of 65 W mice led us to examine the amounts of mtDNA in the isolated mitochondria of the different mice. For this, we used equal amounts of purified mitochondria and treated the obtained DNA with RNAse to deplete mitochondrial RNA. Subsequently, we used real time PCR for a quantitative assessment of mtDNA. For complete coverage of mtDNA we used primers designed for several mitochondrial genes. These analyses showed that the mtDNA copy numbers were similar in both 12 W and 65 W mice (Fig. 3A). Next, we analyzed the protein levels of selected subunits of the mitochondrial OXPHOS complexes. Of the mitochondrial proteins addressed, only COX1 showed a reduction in the aged experimental cohort (Fig. 3B). Quantification of the blots confirmed a statistically significant reduction only in the levels of COX1 in the 65 W cohort (Fig. 3C). These findings suggested a selective effect on the cytochrome c oxidase (complex IV) of the respiratory chain. Accordingly, we assessed the activity of complex IV in the isolated mitochondrial. As expected from the steady state protein analyses, we found that the activity of complex IV was significantly reduced in the 65 week mitochondria samples, with a pronounced degree of variability compared to the 12 week samples (Fig. 3D). These findings on the activity of complex IV are in agreement with the reduced steady state levels of COX1.

**Fig. 3.**
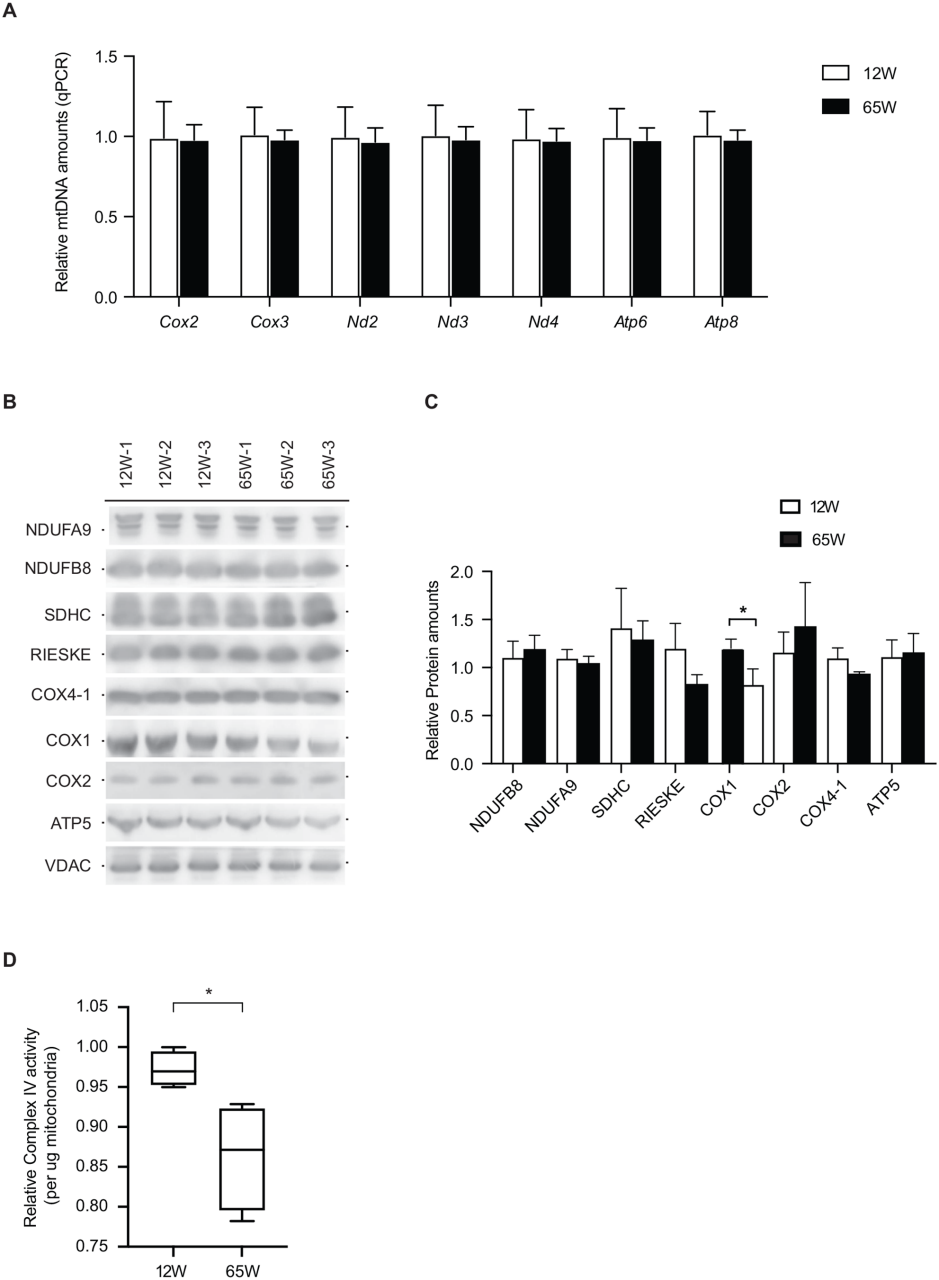
**OXPHOS complex IV decreases with age.** (A) Equal amounts of isolated mitochondria from both the cohorts subjected to mtDNA isolation and subsequent qPCR to test the different mt-genes in order to estimate the relative mtDNA amounts (mean±s.e.m., *n*=4). (B) Isolated mitochondria from both the cohorts subjected to Tris Tricine-SDS-Page and immunoblotting to check for OXPHOS (*n*=3). (C) Area under the curves were calculate with ImageJ and were normalized to Vdac (mean±s.e.m., * denotes *P*<0.05 from two-tailed unpaired Students *t*-test, *n*=3) (D) Complex IV activity was measured using activity assay microplate kit (Abcam). Complex IV activity was normalized to activity of a young mice samples and the mean±s.e.m. is shown (* denotes *P*<0.05 from two tailed unpaired *t*-test, *n*=3).

### Mitochondrial transcriptome profiling by Nanopore sequencing

To address as to why COX1 levels were reduced in liver mitochondria of 65 week old mice, we decided to assess mitochondrial RNA levels. Since the isolated crude mitochondrial fraction used for our analyses also contained microsomal membranes, we further enriched mitochondria by sucrose density centrifugations. Gradient-purified mitochondria were processed for RNA isolation and subsequent DNAse digestion was performed to avoid mtDNA contamination. 

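Liver mitochondria from 12 W and 65 W mice were sequenced as 8 barcoded Nanopore cDNA libraries, 4 per age group. The authors deposited the number of reads counted on each transcript by the Epi2Me Labs workflow, without normalization. The paper's text does not name the aligner, the counting tool or the genome annotation behind these counts. The table used here lists 8688 transcripts by Ensembl identifier, of which 8591 were matched to the GENCODE annotation of the mouse genome GRCm38. It holds all 13 mitochondria-encoded coding sequences, called mRNAs here. The paper counts fewer mRNAs than polypeptides, so some of the 13 share an mRNA. The counts used here include no rows for Rnr1 or Rnr2, so the normalization to Rnr2 could not be repeated. Total counts were 191092, 104554, 149388 and 153726 in the libraries 12W-1 to 12W-4, with a median of 151557. They were 12630, 85901, 22651 and 105252 in the libraries 65W-1 to 65W-4, with a median of 54276. The 65 W values therefore rest on fewer reads, above all in 65W-1 and 65W-3. Each mitochondria-encoded mRNA was instead related to the summed counts of the 12 mitochondria-encoded mRNAs other than Cox1, which took the place of the library size in edgeR's quasi-likelihood test. Adjusted p-values were obtained with the Benjamini-Hochberg method. The libraries were PCR-amplified and carry no molecular identifiers, so intervals from counts cover counting error only. No pair of libraries within an age group differed by less than the sampling noise.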

The purified RNA was subjected to library preparation and Nanopore sequencing (Fig. 4A). The use of PCR barcoding allowed us to pool all samples and to analyze these together. Although we used a poly dT primer annealing approach for library generation, we were able to obtain sequencing reads for mitochondrial ribosomal RNAs, *Rnr1* and *Rnr2*. 

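The sequences of both ribosomal RNAs were taken from the mouse genome GRCm38. Rnr1 (mt-Rnr1) is annotated on the mitochondrial chromosome from 70 to 1024 and is 955 nt long. Its longest uninterrupted stretch of A has 5 nt and occurs at the transcript positions 636 and 671, counted from the 5′ end. The 20 nt window richest in A starts at position 656, holds 15 A and reads AAAAGAATCAAACATAAAAA. Rnr2 (mt-Rnr2) is annotated from 1094 to 2675 and is 1582 nt long. It has 4 stretches of at least 6 A. The longest has 7 A and starts at position 395, in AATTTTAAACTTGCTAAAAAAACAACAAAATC, at 1488 to 1494 of the mitochondrial chromosome. One stretch of 6 A starts at position 463, in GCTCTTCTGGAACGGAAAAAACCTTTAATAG, at 1556 to 1561. The number of reads at these positions in the 12 W and 65 W libraries was not analysed here.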

A detailed analysis of the reads showed that both RNAs contain a short internal stretch of poly A (Fig. 4B). Thus, the presence of an internal A-rich sequence enables poly dT primer annealing and subsequent recovery of *Rnr1* and *Rnr2*.

**Fig. 4.**
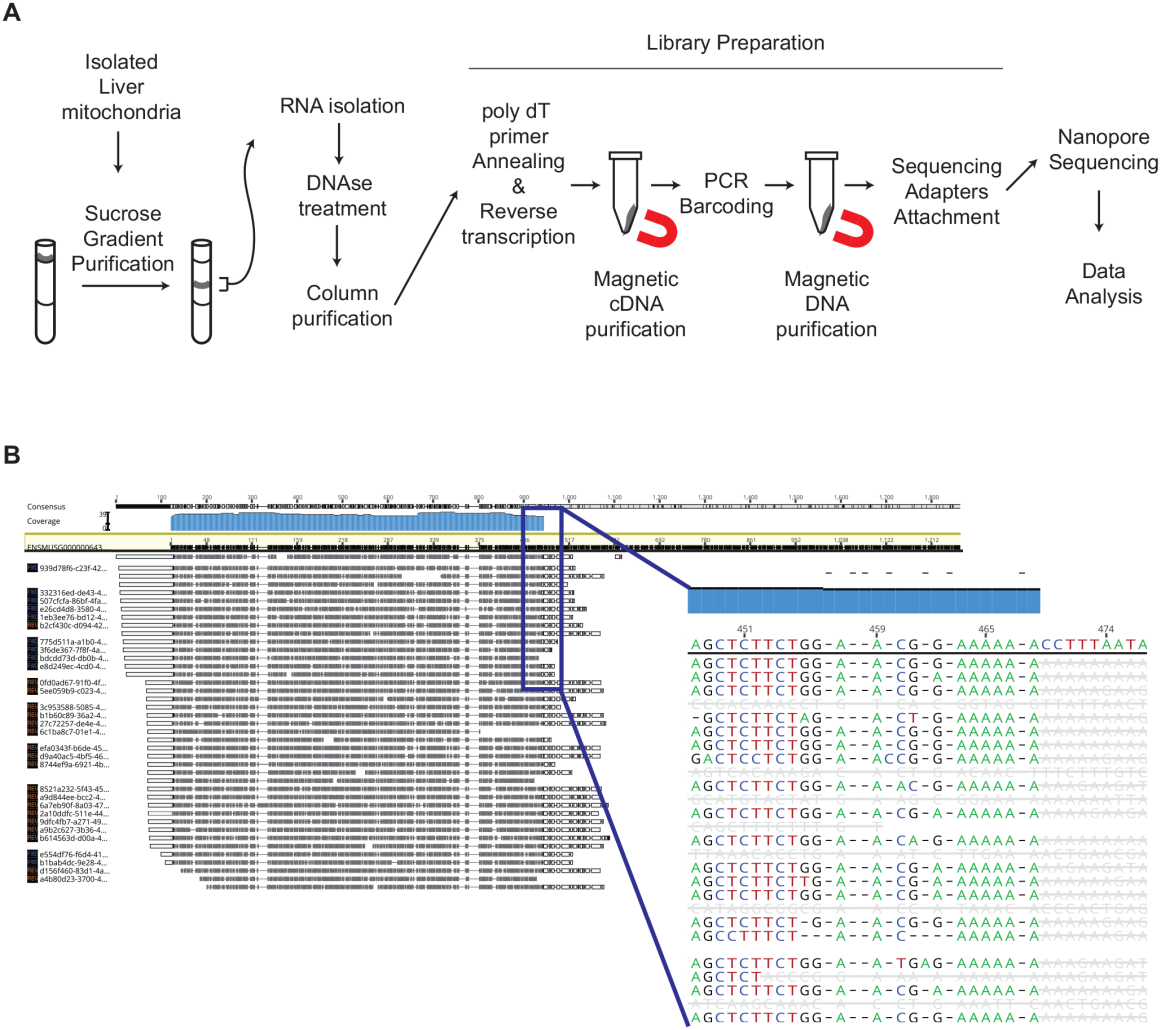
**OXPHOS complex IV decreases with age.** (A) Experimental overview of the purification of mitochondrial samples isolated from the livers of the experimental cohorts, RNA isolation, library preparation and Nanopore sequencing. (B) Representative image of mt-Rnr2 sequencing. Bam alignment file visualization with Geneious Prime shows the reference sequence highlighted in yellow and the consensus is marked in blue. Blue box shows a magnified view of the alignment in the region where the poly dT primer anneals during the library preparation.

Subsequently, the Nanopore sequencing results were analyzed using the Epi2me Labs differential gene expression pipeline (Oxford Nanopore Technologies). Normalization of the data to *Rnr2* was carried out and results displayed in a heatmap visualization (Table S2 for Mapped Trancript Counts). 

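Cox1 (mt-Co1, ENSMUST00000082402.1) is encoded on the mitochondrial chromosome of GRCm38 from 5328 to 6872. For every 1000 counts on the 12 other mitochondria-encoded mRNAs, the 12 W libraries had 100.1 ± 26.3 counts on Cox1 (SD, n = 4). The 65 W libraries had 58.0 ± 17.2 (SD, n = 4). In the order of the replicates, the values were 133, 102, 69.5 and 96.0 at 12 W and 77.6, 66.8, 46.8 and 40.7 at 65 W. The groups overlapped, since 12W-3 lay below 65W-1, while the other 12 W libraries lay above all 65 W libraries. The log2 fold change was -0.79 (standard error 0.23, adjusted p = 0.0339 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A two-sided exact permutation test of the log2 ratios gave p = 0.0571, where 0.0286 is the smallest p that 4 libraries against 4 allow. With each library left out in turn, the log2 fold change lay between -0.96 and -0.62. The adjusted p from edgeR was above 0.05 in 6 of these 8 fits and reached 0.119 without 65W-4. The scaling that moved the value most, with the count of the Rnr2-like nuclear transcript Gm20594 as the library size, was added after the data were seen and gave -0.59 (adjusted p = 0.249 from edgeR). Reads of Cox1 could also have been counted on its chromosome 1 copy Gm29216, which is 99.8% identical over 483 nt. Summed with Gm29216, a test chosen after the results had been seen, Cox1 still had a log2 fold change of -0.86. Reads moved to this copy are therefore argued against as the source of the lower Cox1 value.

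**Figure D1:**
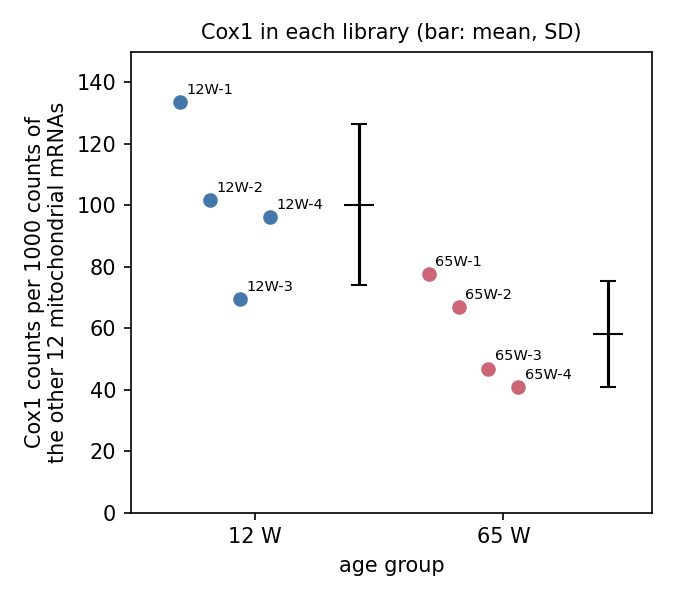
Counts on Cox1 per 1000 counts on the 12 other mitochondria-encoded mRNAs (vertical axis) in the 4 libraries of each age group (horizontal axis). Points are libraries and bars give the mean and SD; 12W-3, at 69.5, lies below 65W-1, at 77.6.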

Interestingly, these analyses revealed that the *Cox1* transcript was strongly decreased in all the 65 W samples (Fig. 5A). 

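Among the 13 mitochondria-encoded mRNAs, 2 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Besides Cox1, this was Nd4l (mt-Nd4l, ENSMUST00000084013.1), encoded from 9877 to 10173 of the mitochondrial chromosome. Its counts per 1000 counts of the reference mRNAs were 2.74 ± 0.177 (SD, n = 4) at 12 W and 4.29 ± 1.13 (SD, n = 4) at 65 W. The log2 fold change was 0.57 (standard error 0.16, adjusted p = 0.0339 from edgeR). With each library left out in turn, it lay between 0.45 and 0.73. The adjusted p from edgeR was then above 0.05 except without 65W-1 or without 65W-2, and reached 0.119 without 65W-4. All 65 W libraries lay above all 12 W libraries (two-sided exact permutation test, p = 0.0286, the smallest that this design allows). Nd4l overlaps the start of Nd4, whose own log2 fold change was 0.07. The rise of Nd4l need therefore not be that of a separate mRNA. The counting could have divided shared reads between them. Reads of Nd4l could also have been counted on its chromosome 1 copy Gm10222, which is 100% identical over 294 nt. With such copies summed with their genes, a test chosen after the data were seen, Nd4l still rose by 0.50 on the log2 scale. Its raw counts were only 52 in 65W-1 and 72 in 65W-3, the libraries with its highest values. The other 11 mRNAs had log2 fold changes from -0.11 (Nd2) to 0.08 (Nd3), with standard errors of at most 0.19 and adjusted p-values of at least 0.968 from edgeR. For each of these 11 mRNAs the values of the age groups overlapped. Together with Nd4l these 11 make up the reference, so their small changes are partly built in. A shift common to all of them cannot be seen in this fit. From its comparison after normalization to Rnr2, the paper concludes that Cox1 alone differed between the age groups (Fig. 5B).

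**Figure D2:**
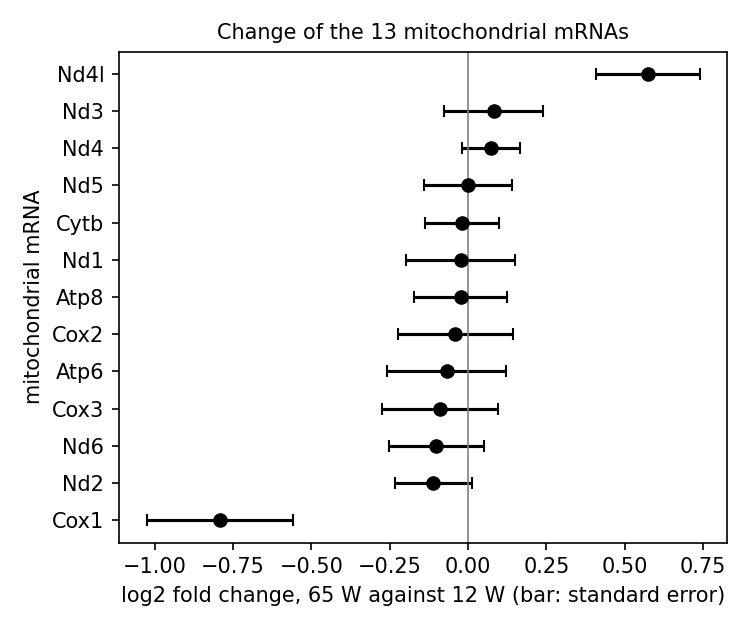
Log2 fold change at 65 W against 12 W (horizontal axis) of the 13 mitochondria-encoded mRNAs (vertical axis), from 4 libraries per age group. Points are fitted values and bars are standard errors. Cox1 lies at -0.79, Nd4l at 0.57 and the other 11 between -0.11 and 0.08. Values are relative to the summed mRNAs other than Cox1, so a shift common to these cannot be seen.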

Further statistical analysis showed that *Cox1* was the only transcript that was significantly different between mitochondria of the 65 W samples and those from the 12 W ones (Fig. 5B). Considering that we had incorporated barcodes using PCR in the experimental setup in order to multiplex the analysis, we decided to further exclude a PCR bias and inaccurate transcript number estimation. Therefore, we carried out qPCR analyses to confirm the reduction of the *Cox1* transcript by an alternative approach. Using this second strategy, we were able to confirm the reduction the *Cox1* transcript in liver mitochondria of 65 W samples (Fig. 5C). In conclusion, we observed a reduction of complex IV activity due to decrease in the levels of *Cox1* mRNA and protein. This finding agrees with the observed decline in OXPHOS activity and changes of mitochondrial health parameters that we observe in the liver mitochondria from mice samples with age.

**Fig. 5.**
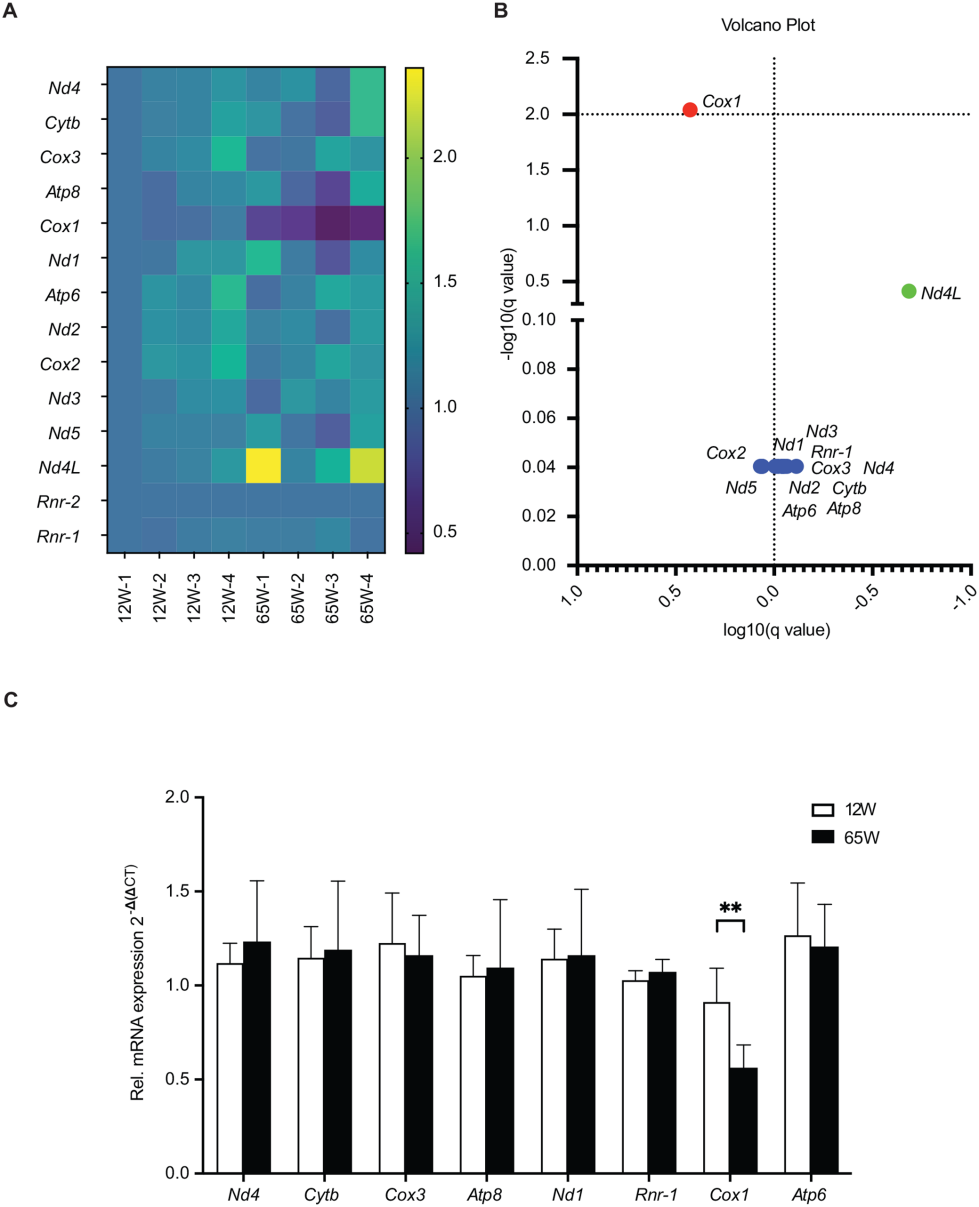
**OXPHOS complex IV decreases with age.** (A) Heatmap representation of the normalized transcript counts obtained from the differential gene expression workflow from Epi2Me Labs. Counts normalized to mt-Rnr2. Heatmap generated using GraphPad Prism 9 (*n*=4). (B) Volcano plot representation of (A) generated using GraphPad Prism 9 (*n*=4). Red denotes highly significant change. Green indicates a fold change over 0.5 and blue indicates no change. (C) Analysis of gene expression of mitochondrial transcripts in total mRNA isolated from 12 W and 65 W liver samples by qPCR. (means±s.e.m.s, ** denotes *P*<0.01 from two-tailed unpaired Students *t*-test, *n*=4).

## DISCUSSION

Cellular functions decline with age. In addition to DNA damage and increased ROS production, aging has been found to be associated with metabolic dysfunction (Houtkooper et al., 2011). During the aging process, energy demands, lipid metabolism and reaction conditions change. The adaptation of the OXPHOS system to these changing conditions appears to be a highly dynamic process that can be influenced by a variety of (external) factors such as diet or exercise (Perelló-Amorós et al., 2021; Chen et al., 2018; McCoin et al., 2019; Han et al., 2012). In this context, the liver represents a critical organ for energy and lipid metabolism and hepatic mitochondria are a central hub for oxidative phosphorylation, fatty acid metabolism, and ketogenesis. Therefore, to study the effects of adaptation of metabolic pathways to changing conditions hepatocytes represent a suitable cellular system. Moreover, the liver is the only visceral organ that can regenerate and is exposed to a high degree to changing metabolic conditions (Michalopoulos and Bhushan, 2021). Therefore, mitochondria need to adapt to metabolic challenges. They proliferate in a process of mitochondrial biogenesis through fusion and fission from pre-existing mitochondria (Ploumi et al., 2017). Thus, the transcription and translation of nuclear genes coding for mitochondrial proteins appears to be critical for many aspects of cellular physiology (Kotrys and Szczesny, 2020).

Here, we compared mitochondrial functions in the livers of young and old mice. Our analyses find that both ATP and lactate levels are significantly increased in liver in the aged group. This, in conjunction with the reduced oxygen consumption rates, indicates that the livers become increasingly glycolytic with age. Our finding is in line with previous studies which reported increased lactate levels and reduced glycolytic intermediates indicative of elevated anaerobic glycolysis (Houtkooper et al., 2011). Surprisingly, the NAD^+^ levels were found to be increased in this study. In contrast, other studies report a hepatic NAD^+^ deficiency in aged mice and humans (Zhou et al., 2016). However, in our analyses we found that the NAD^+^/NADH ratio remains unaffected in 65 W mice compared to the 12 W age cohort. In addition, we found a decrease in oxidative phosphorylation capacity of the mitochondria that are linked to a loss in COX1, the mitochondrial-encoded core subunit of the cytochrome c oxidase.

Third-generation sequencing has revolutionized many aspects of biology from genome assemblies, metagenomics, epigenetics and transcriptomics (Kraft and Kurth, 2019). Additionally, the use of the MinION sequencer (Oxford Nanopore Technologies) allows rapid, sensitive and real time long read sequencing of nucleic acids (Player et al., 2020; Tyler et al., 2018). Coupled with barcoding, it possible to further reduce the machine run time by pooling all the samples and replicates in a single run. Here we applied this experimental approach to address if a loss COX1 was linked to the availability of the corresponding transcript. For this, we purified mitochondria to eliminate cytosolic RNAs from the samples to be analyzed. This enrichment allowed for extensive sequencing of the mitochondrial transcripts alone. However, on the downside this approach reduced the number of housekeeping genes that could be used for normalizing the data during analysis. Therefore, we started with equal amounts of purified mitochondria for RNA extraction and subsequently used equal amounts of RNA for cDNA preparations and library generation. 

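Mitochondria-encoded mRNAs took 78.4% ± 1.43 (SD, n = 4) of all counts in the 12 W libraries and 79.0% ± 3.49 (SD, n = 4) in the 65 W libraries. The difference was within the spread between replicates (two-sided exact permutation test, p = 0.80). The lowest share was 74.8% in 65W-3 (95% Wilson interval 74.3 to 75.4%) and the highest was 82.4% in 65W-2 (82.1 to 82.6%). A further 8.12 to 12.8% of the counts lay on 16 nuclear transcripts that resemble mitochondria-encoded ones, so their reads could have come from either genome. The remaining nuclear transcripts took between 7.16% in 65W-2 and 14.7% in 65W-3.

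**Figure D3:**
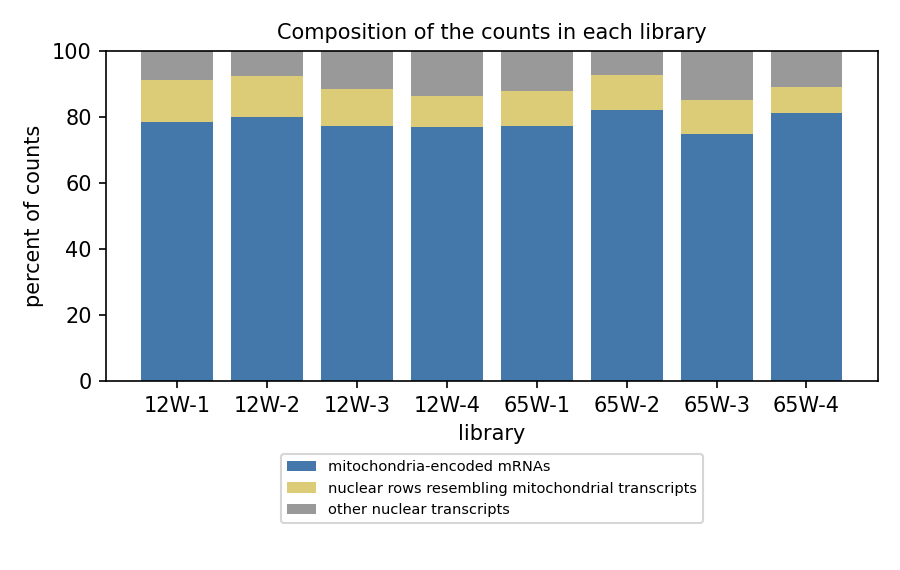
Percent of counts (vertical axis) on mitochondria-encoded mRNAs, on nuclear transcripts resembling mitochondrial ones and on other nuclear transcripts in each of the 8 libraries (horizontal axis). Mitochondria-encoded mRNAs take between 74.8% and 82.4% of each bar.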

We chose to base our analyses on polyadenylated RNAs for the initiation for cDNA and library preparation. The presence of an internal poly A stretch, long enough for the oligo dT primer to bind, enabled the analysis of the mitochondrial *Rnr1* and *Rnr2*. Regarding the Cox1 transcript, the analyses revealed that in aged mitochondria the amount of the mRNA was specifically reduced in liver mitochondria of the 65 W mice while other transcripts were not affected. This reduction agrees with the observed decline in the respiratory activity.

## MATERIALS AND METHODS

Key resources are specified in table S1.

### Animals

Maintenance of all mice and their study were performed according to the guidelines from the German Animal Welfare Act and approved by the Landesamt für Verbraucherschutz und Lebensmittelsicherheit, Niedersachsen, Germany (AZ: 33.9-42502-04-14/1720). The animals were kept either in high barrier (SPF-specified pathogen free) areas in IVC (individually ventilated caging) on standard rodent chow to WT C57BL/6N mice, with restricted access for animal care staff only. The WT C57BL/6N mice were historically acquired from Charles River Laboratories, Research Models and Services, Germany GmbH, Sulzfeld. They were subsequently maintained at the animal facility at Max Planck Institute for Multidisciplinary Sciences, Göttingen till they reached appropriate age for experimentation.

### Mitochondrial isolation

The animals were sacrificed at the respective ages to isolate the liver. These were then homogenized using glass potters in 15 ml of Isolation Buffer (IB), containing 10 mM Tris-MOPS pH 7.4, 1 mM EGTA/Tris and 200 mM Sucrose. Nuclei, debris and unlyzed cells were removed by centrifugation at 700×***g***, 10 min, 4°C. Mitochondria were further pelleted at 7000×***g***, 10 min, 4°C. They were then washed and resuspended in Isolation Buffer and their protein concentration was determined using Bradford assay.

### Mitochondrial sucrose-gradient purification

To remove extramitochondrial nucleic acids from the isolated mitochondria, samples were first treated with 50 U Benzonase for 30 min, at 4°. Centrifugation (2×, 14,000×***g***, 10 min, 4°C) and resuspension in IB (composition as described in mitochondrial isolation, containing 2.5 mM EDTA) stopped the Benzonase activity. A sucrose gradient was prepared by placing 1 volume of isolation buffer containing 1.7 M sucrose into a centrifuge tube and overlaying this with 2 volumes of isolation buffer containing 1 M sucrose. Mitochondria were finally resuspended in 1 M sucrose isolation buffer and carefully loaded onto the gradient. After centrifugation for 25 min, 25,000 rpm (SW41Ti, Beckman Coulter) at 4°C, mitochondria were isolated from the interphase.

### Mitochondrial membrane potential measurement

Membrane potential measurement was conducted on isolated liver mitochondria (as described above) using a Flow Cytometer (FACSCanto, BD Biosciences). The mitochondria were resuspended in freshly prepared Analysis buffer (pH 7.0; 250 mM Sucrose, 20 mM Tris-MOPS, 100 µM Pi(K), 0.5 mM MgCl_2_, 5 mM Succinate, 2 µM Rotenone). 100 µM Tetramethylrhodamin-methylester-perchlorat, TMRM (Life Tech; T668) was added to all samples except the unstained control and the samples were incubated for 10 min at room temperature, protected from light. The measurement was done at Ex488/Em590 nm.

### Mitochondrial respiration analysis (Seahorse)

Oxygen Consumption Rate (OCR) of freshly isolated liver mitochondria (isolation as described above) was obtained via respirometry on a Seahorse XFe96 analyzer (Agilent; S7894-10000). The mitochondria were resuspended in Mitochondrial Assay (MAS) Buffer (pH 7.4; 70 mM Sucrose, 210 mM Mannitol, 5 mM HEPES, 1 mM EGTA, 10 mM KH_2_PO_4,_ 5 mM MgCl_2_, 0.5% BSA(w/v) to a concentration of 0.1 mg/ml. The mitochondria were aliquoted in the Seahorse XF96 Cell Culture Microplate (Agilent; 101085-004) and the plate was centrifuged at 2000×g for 5 min at room temperature. In port A of the Seahorse XFe96 Sensor Cartridge (Agilent; 101085-004) either a Pyruvate (0.1 M Pyruvate, 40 mM Succinate, 40 mM ADP in MAS buffer) or Succinate (100 µM Succinate, 40 µM ADP in MAS buffer) mix was provided as substrate for the mitochondria. 30 µM of Oligomycin, 40 µM of CCCP, 10 µM of Antimycin and Rotenone dissolved in MAS buffer were added in ports B, C, and D of the Sensor Cartridge respectively. A modified Mito Stress Test protocol was used for the measurement. The modifications were the removal of the Equilibration step for the Cell Plate to minimize the stress time on the isolated mitochondria and the addition of another Port injection to accommodate for the substrate.

### NAD/NADH measurement

Quantification of NAD^+^/NADH ratio in mouse liver tissue samples was done using a NAD^+^/NADH Quantification Kit (Sigma-Aldrich; MAK037). The protocol provided by the supplier was followed. NAD_total_ as well as NADH were detected measuring absorbance at 450 nm on a microplate reader (Synergy H1; BioTek; 8041000) following mechanical lysis and deproteination of the lysates. In order to measure NADH separately from the NAD_total_, NAD^+^ was thermally decomposed by a 30 min incubation at 60°C.

### ATP measurement

Measurement of total tissue ATP content was done using the ATP Assay Kit (Colorimetric/Fluorometric) (Abcam; ab83355) and as specified by the protocol from the supplier. In order to determine total ATP mouse liver tissue was lysed mechanically and deproteinized. Samples were incubated for 30 min at room temperature with the reaction mix in triplicates. The phosphorylation of glycerol resulting in a product detectable at 570 nm was measured using a microplate reader (Synergy H1; BioTek; 8041000).

### Lactate measurement

L-Lactate Assay Kit (Colorimetric/Fluorometric) (Abcam; ab65330) was used in order to detect lactate in mouse liver tissue lysate. The experiment was performed as instructed in the protocol provided by the supplier. Following mechanical lysis, the samples were deproteinized and assayed for 30 min. Lactate was detected calorimetrically at 570 nm. The measurement was done in triplicate and visualized using a microplate reader (Synergy H1; BioTek; 8041000).

### Mitochondrial DNA isolation

The QIAamp® DNA Blood Mini Kit was used to isolate mitochondrial DNA from mitochondria. The isolated mitochondria (see above) were diluted 1:50 in the provided sample buffer and the manufacturer's protocol was executed.

### RNA isolation and purification

The isolated and purified mitochondria were lysed in 1 ml TRIzol using the vendor's protocol. The samples were then treated with DNase I (ThermoFisher Scientific) following the manufacturer's instructions. For purification of the sample, the RNA Clean and Concentrator Kit (R1013, Zymo Research) was used. The RNA quality and concentration were measured using a Nanodrop 2000.

### cDNA synthesis and qPCR

cDNA was synthesized using the RevertAid First Strand cDNA Synthesis Kit (K1621; ThermoFisher Scientific), specifically using the Random Hexamer primers from the isolated RNA (described in the previous section) in a thermocycler (Labcycler Gradient, SensoQuest GmbH). The cDNA was used in quadruplicates for a Real Time PCR reaction with Sensi Mix SYBR Low-ROX Kit (QT625-05; Bioline) on a Quant Studio 6 Flex Real-Time PCR system (4485691; ThermoFisher Scientific). All the primer sequences of the primers used are available upon request.

### Tricine-SDS PAGE and western blot

Tricine-SDS PAGE was performed using standard methods. The samples were lysed in T-PER Tissue Protein Extraction Buffer (ThermoFisher Scientific; 78510). The gels used were gradient 10-18% gels. Western blotting was preformed using standard semi-dry transfer.

### Cytochrome c oxidase activity assay

The Complex IV Rodent Enzyme Activity Microplate Assay Kit (Abcam; ab109911) was used to assess the activity of the Cytochrome c Oxidase in isolated mouse liver mitochondria. The procedure was performed as instructed by the provider. The principle of the assay is the use of immunoprecipitated mitochondrial complex IV, whose activity gets determined by the oxidation of Cytochrome c. A microplate reader (Synergy H1; BioTek; 8041000) was used to measure the absorbance of cytochrome c, which turns colorless due to its oxidation and is detectable at 550 nm.

### Library preparation

Total mitochondrial RNA was purified and concentrated on an RNA Clean Concentrator™-5 column (Zymo Research, Irvine, CA, USA). cDNA libraries were prepared from a mix of 50 ng RNA according to the Oxford Nanopore Technologies (Oxford Nanopore Technologies Ltd, Oxford, UK) protocol ‘DNA-PCR Sequencing’ with a 14 cycles PCR (8 min for elongation time). ONT adapters were ligated to 650 ng of cDNA.

### Nanopore sequencing and analysis

Nanopore libraries were sequenced using a MinION Mk1b with R9.4.1 flowcells. The data were generated and basedcalled using MinKNOW (Version 21.11.9). The fastq files were then uploaded to and analyzed using the Epi2Me Labs (Version 1.1) Differential Gene Expression workflow. Transcript counts obtained were processed for heatmap and volcano plot generation using Prism 9 software (GraphPad Software, San Diego, CA, USA).

### Statistical analysis

Significant differences between means of two (or more) sets of data were analyzed using either unpaired *t*-tests or ANOVA tests in Prism 9 software (GraphPad Software, San Diego, CA, USA, unless otherwise noted.

### Ethics approval and consent to participate

Maintenance of all mice and their study were performed according to the guidelines from the German Animal Welfare Act and approved by the Lower Saxony government office ethic committee, Landesamt für Verbraucherschutz und Lebensmittelsicherheit, Niedersachsen, Germany (AZ: 33.9-42502-04-14/1720). All methods are reported in accordance with ARRIVE guidelines for the reporting of animal experiments.

## Supplementary Material

10.1242/biolopen.059844_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Defective COX1 expression in aging mice liver
**Source:** Biol Open. 2023 Mar 2;12(3):bio059844. doi: 10.1242/bio.059844
**Supplement:** Supplementary information

### **Table S1. Key Resource Table**

[Click here to download Table S1](#)

### **Table S2. Mapped Transcript Counts**

[Click here to download Table S2](#)

How the deposited data were processed for this re-analysis (not part of the article)

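RNA from gradient-purified liver mitochondria of 12 W and 65 W mice was sequenced as 8 barcoded Nanopore cDNA libraries, 4 per age group, and samples were grouped by the age and replicate number in their labels. The deposited values are counts per Ensembl transcript, which the authors made with the Epi2Me Labs Differential Gene Expression workflow and did not normalize. The paper's text does not name the aligner, the counting tool, the genome build or the annotation. Of the 8688 transcripts, 8591 were matched by identifier to GENCODE annotation on GRCm38; the 97 others held 0.095% of the counts. Total counts ranged from 104554 to 191092 at 12 W and from 12630 to 105252 at 65 W. The confidence level of the Wilson intervals was 95%, and these cover counting error only.

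The plan set before the data were examined took the Rnr2 count of each library as its library size, after the paper's normalization. The counts used here include no rows for Rnr1 or Rnr2, so this could not be run. One of the other scalings listed in that plan, the summed counts of the 12 mitochondria-encoded mRNAs other than Cox1, was put in its place. That choice was made after the table had been opened, and the results under each other scaling are given with it in the closing section. The planned share of Rnr2 among mitochondria-encoded counts was not analysed here.

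Differences between age groups were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) over the 13 mitochondria-encoded mRNAs, and separately with TMM normalization over the 132 transcripts kept by filterByExpr. Adjusted p-values follow Benjamini-Hochberg with a threshold of 0.05. Single values were compared by two-sided exact permutation tests over the 70 assignments of the 8 libraries. DESeq2 1.42.0, limma 3.58.1 (with a pseudocount of 0.5 on the log2 ratios), other scalings and filters, a filter of at least 10 counts in every library, and leaving out each library were the alternatives. Gene lists were tested with camera at a preset correlation of 0.01 and log2 CPM with a prior count of 2. Of the 11 lists, written before the data were examined, those with at least 5 members kept were tested: mitochondria-encoded mRNAs (13 members) and abundant secreted hepatocyte proteins (33 members). Cytosolic ribosomal proteins had 4 members kept, immunoglobulin and immune genes 3, and the lists of nuclear subunits of complexes I, III, IV and V, extracellular matrix, mitochondria-encoded rRNA and sex-linked genes 0. The genes named in the text are those of Fig. 5A, Nd6, and the transcripts past the threshold over all 132 whose groups did not overlap, up to 5 in each direction. Others were chosen after their values were seen, and the text says so.

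The fits were tested on simulated counts drawn from the observed means and dispersions. Over the 13 mRNAs, with 2 changed by 0.8 on the log2 scale in each of 100 simulations, 92.0% of the changed mRNAs were recovered. Of the 258 calls, 28.7% were false. Where the changed mRNAs included Nd4, the largest part of the reference, 54.8% of the calls were false, against 13.9% elsewhere. With no mRNA changed, 7 of 100 simulations gave a call. Over the 132 transcripts, changes of 1.5 on the log2 scale were recovered in 37.5% of 200 cases, and 0.246% of the unchanged transcripts were called.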

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

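All tests of explanations in this part were chosen after the results had been seen.

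A1bg and Mup18 are nuclear transcripts that the paper does not discuss, and both differed between the age groups over the 132 transcripts tested. A1bg had 66, 38, 65 and 114 counts in the 12 W libraries and 0, 3, 3 and 12 in the 65 W libraries, a log2 fold change of -2.59 (standard error 0.46, adjusted p = 0.0138 from edgeR's quasi-likelihood test). Mup18 rose by 1.49 on the log2 scale (standard error 0.29, adjusted p = 0.0189 from edgeR). All 4 libraries of each group lay apart for both. Of the 35 splits of the 8 libraries, 1, the real one, gave as many transcripts with an adjusted p under 0.05. Lower depth at 65 W is argued against for A1bg: in 0 of 100 draws did 12 W counts thinned to the depths of the 65 W libraries sum to the 18 counts seen there, the lowest sum being 80. Scaling of the libraries is argued against as the source of the fall, whose log2 fold change lay between -2.59 and -2.50 with RLE size factors, with TMM over the nuclear transcripts and without a scaling factor, although in the last case the adjusted p from edgeR was 0.104. Mup18 belongs to a family of near-identical genes and its count is uncertain. A mere exchange of reads within the family is argued against by the summed counts of 37 Mup transcripts, which rose by 0.85 on the log2 scale (unadjusted p = 0.0242 from edgeR); with other scalings the rise was 0.67 to 0.85, with an unadjusted p of 0.0845 from edgeR without a scaling factor. A1bg is expressed mostly in female and Mup genes more in male mouse liver, and the legend of Fig. 1 gives the sex of the 12 W mice only. One hypothesis is therefore that 65 W libraries came from male mice. The table holds 0 rows on chromosome Y. Of 22212 other nuclear counts at 65 W, 2 lay on a list of 6 other male-liver genes, of which 4 have a row, against 3 of 62164 at 12 W. A list of 8 female-liver genes other than A1bg had 25 counts at 65 W and 330 at 12 W. Both lists were written after the data were seen. Sex and age cannot be told apart here, because the sex of the 65 W mice is not given and few counts lay on the male-liver list. The lower counts on the female-liver list could go with either. An age difference remains open and untested.

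Gm20594 held 7.18% of all counts. It lies on chromosome 6 of GRCm38 from 79817916 to 79818364, and its transcript is 88.4% identical to Rnr2 over 439 nt. A candidate explanation is that reads of Rnr2 were counted on it. Its counts varied by 19.7% (coefficient of variation over the 8 libraries) relative to the mitochondria-encoded mRNA counts and by 37.7% relative to the other nuclear counts, which is in line with a mitochondrial origin. The reads themselves were not used here.

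Gm29216, a nuclear copy of part of Cox1 on chromosome 1 from 24615706 to 24616197, held 0.751% of all counts. Its counts were 2254, 1348, 343 and 1444 at 12 W and 0, 703, 103 and 0 at 65 W. Low depth is argued against as the reason for the 0 in 65W-1 and 65W-4, because the lowest ratio of Gm29216 to Cox1 at 12 W would give 32.1 counts in 65W-1 and 152 in 65W-4. How the counting divided reads between Cox1 and this copy stays open. Summed with Gm29216, Cox1 still fell by 0.86 on the log2 scale.

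Single libraries lay far from the other 3 of their group for Cox3 and its chromosome 1 copy. Cox3 had 118 counts per 1000 counts of the reference mRNAs in 12W-4 and 144 in 65W-3, and the copy Gm28437 had 27.7 in 65W-3. In all, 3 of 38 groups tested had such a library, where chance gives about 1 in 20. Library 65W-3 had only 22651 counts. No biological explanation was tested.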

How the results depend on the processing

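Cox1 kept its direction under all 21 alternatives run, but not its call. Its adjusted p was above 0.05 under 10 of them: with TMM over the mitochondria-encoded mRNAs (log2 fold change -0.75, adjusted p = 0.0535 from edgeR), in a fit over all transcripts kept (-0.79, 0.0504 from edgeR), in the exact permutation test (-0.80, adjusted p = 0.371), with Gm20594 as library size (-0.59, 0.249 from edgeR), and in 6 of the 8 fits that each left out one library (-0.87 to -0.62, adjusted p 0.0635 to 0.119 from edgeR). The fits without 12W-3 (-0.93, 0.0103 from edgeR) and without 65W-1 (-0.96, 0.00905 from edgeR) kept the call. Fewer libraries lower the power of a fit, but the fits without 12W-3 and without 65W-1 kept the call with as few. The cause of the loss in those 6 was not tested. The adjusted exact p cannot pass with 13 mRNAs unless several reach the smallest p. With all mitochondria-encoded counts as library size Cox1 gave -0.73 (adjusted p = 0.0389 from edgeR) and with all counts -0.72 (0.00484 from edgeR). Gm20594 as library size, copies summed with their gene, both libraries under 50000 counts left out, and thinning to the smallest library were chosen after seeing the data.

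The number of mitochondria-encoded mRNAs past the threshold, 2, became 1 with TMM over them, with Gm20594 as library size and after thinning, 0 in the fit over all transcripts kept and in the exact permutation test, 3 without both libraries under 50000 counts, and 0 to 2 with one library left out. Requiring 10 counts in every library removed none of the 13. Nd4l kept its direction under all 21 alternatives and lost its call under 9.

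Over all transcripts, the 2 calls became 0 without a scaling factor, 5 with TMM over nuclear transcripts, 7 with DESeq2, 1 with limma-voom, 1 with at least 10 counts in every library, 5 with transcripts summed per gene, and 1 to 7 with one library left out (7 without 12W-2, 1 without 12W-3). Cox1 had a log2 fold change of -0.75 there (adjusted p = 0.493 from edgeR), lower at 65 W in all 17 alternatives run. The value was -1.32 without a filter and lay between -0.98 and -0.46 with one library left out (-0.46 without 12W-1, -0.47 without 12W-2). A1bg lost its call in 2 of 16 and Mup18 in 4 of 17 alternatives. The cause was not tested.

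The difference in the share of mitochondria-encoded mRNAs, 0.601 percentage points, was -0.0184 with at least 10 counts in every library, -0.892 with the nuclear rows resembling mitochondrial transcripts (chosen after seeing the data), and -0.543 to 1.98 with one library left out; it never exceeded the spread. All mitochondria-encoded rows used are mRNAs, so leaving out rRNAs and tRNAs was not a separate setting. The list of mitochondria-encoded mRNAs had a median log2 fold change of -0.04, from -0.13 to 0.18 with one library left out, and neither list passed the threshold under camera, an estimated correlation or fry.

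Whether replicate numbers pair the libraries stays open. Same-numbered deviations correlated at 0.70, 0.35, 0.05 and -0.23 over the mitochondria-encoded mRNAs and at -0.12, 0.26, -0.40 and 0.22 over all 132 transcripts. These values show no steady pairing but do not exclude it. With the replicate block, Cox1 had -0.80 (adjusted p = 0.00197 from edgeR) and, over all transcripts, -0.79 (0.0416 from edgeR), the only call the block changed among the results above apart from 3 calls in place of 2 over all transcripts. Rnr1, Rnr2 or their sum as library size and the share of Rnr2 were not run. Depth limits the 65 W group most, where 12630 counts make up 65W-1.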

Differences from the paper's values

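In Fig. 5B the -log10 of the q-value of Nd4l is about 0.4, read by eye, against 1.47 here, from an adjusted p of 0.0339 in edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, the fit over all transcripts kept (0.481) fell within 1.5 times the paper's value. So did the exact permutation test (0.43), but there Nd4l already had the smallest p that 4 libraries against 4 allow, and the adjustment over 13 mRNAs sets this value, so it says nothing about the setting. The others did not. The paper's value follows its normalization to Rnr2, and its methods name unpaired t-tests or ANOVA. Neither that reference nor those tests were run here, so the gap cannot be assigned to a single setting. The paper finds no change past its threshold in mitochondrial transcripts other than Cox1, whereas here Nd4l passed as well. In the fit over all transcripts kept Nd4l did not pass, but neither did Cox1 (adjusted p = 0.0504 from edgeR). Cox1 alone passed without 12W-3 (adjusted p = 0.0103 from edgeR, against 0.0786 for Nd4l) and with counts thinned to the smallest library, a setting chosen after seeing the values (0.0397 against 0.0700 from edgeR). Nd4l alone passed with TMM over the mitochondria-encoded mRNAs (adjusted p = 0.0391 from edgeR, against 0.0535 for Cox1). Nd4l also passed alone without 65W-2 (0.0034 against 0.0723 from edgeR). The same held with Gm20594 as library size, chosen after seeing the data (0.0051 against 0.249 from edgeR).

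From the cells of Fig. 5A, the ratio of Cox1 to Nd4 relative to 12W-1 is about 0.86 in 12W-3, read by eye, against 0.535 from the counts. This ratio does not depend on the reference, so none of the scalings set before the data were examined closed the gap. In the other 6 libraries compared, both ratios lay within 1.5 times each other.

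The paper states that Cox1 was lower in every 65 W sample. Relative to the other mitochondria-encoded mRNAs, 65W-1 had 77.6 counts on Cox1 per 1000, above the 69.5 of 12W-3. This overlap rests on 12W-3, the library whose ratio of Cox1 to Nd4 differs from Fig. 5A; in that figure the ratio is about 0.59 in 65W-1, read by eye, below that of 12W-3.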

Other observations

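The tests of explanations in this part were chosen after the results had been seen. The camera test of the gene lists and the fits that each left out a single library were planned before the data were examined.

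Several technical explanations for the lower Cox1 at 65 W were tested. A line through the other 12 mRNAs predicted a log2 fold change of -0.057 (standard error 0.10) at the length of Cox1 and of 0.12 (standard error 0.08) at its GC content, against the -0.79 observed, which argues against both as the whole cause; mRNAs are not independent replicates. The 2 shallow 65 W libraries are argued against by the fit without them, where Cox1 had -0.90 (adjusted p = 0.000811 from edgeR, against 0.000811 to 0.371 over the alternatives other than leaving out one library). A single transcript in the reference is argued against because Cox1 stayed past the threshold in 12 of 12 fits that each left one mRNA out of the reference. Against each of the other 12 mRNAs alone Cox1 was lower, by a mean log2 difference between -1.42 (Nd4l) and -0.67 (Cox3), and the groups were apart for 2 of the 12 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0857). Of the 35 splits of the 8 libraries, 1, the real one, gave as many as 2 mitochondria-encoded mRNAs past the threshold. With every library thinned to the smallest (median of 20 draws), Cox1 had -0.78 (adjusted p = 0.0397 from edgeR), so unequal counting error did not make the call. Whether Rnr2 itself differed was not analysed here. A lower level of Cox1 at 65 W remains a hypothesis in these counts alone. The groups overlapped, and the two-sided exact permutation test gave p = 0.0571. The call was lost in 6 of the 8 fits with 1 library left out, with log2 fold changes up to -0.62. Cox1 was lower at 65 W in all 8 fits, and a call lost with fewer libraries is not evidence of no change. The paper also reports lower Cox1 by qPCR and lower COX1 protein, which were not re-analysed here.

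Without the 2 shallow 65 W libraries Nd4l had a log2 fold change of 0.36 (adjusted p = 0.0272 from edgeR), so these libraries alone do not account for its rise. Reads moving between the overlapping Nd4l and Nd4 rows cannot be told apart from a change in Nd4l, because Nd4 has so many more counts; its own log2 fold change was 0.073.

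For the lists of genes, 33 of the 35 splits gave a smallest camera p as low as the real groups. The list of abundant secreted hepatocyte proteins had a median log2 fold change of -0.31 and an adjusted p of 0.626 in limma's camera.

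A transcript of Lars2, chosen after its values were seen, took 4.43% of the counts in 65W-1 and 2.94% in 65W-3, the libraries with the fewest counts, against 0.935 to 1.45% in the other 6. A second Lars2 transcript went the other way, with 0 counts in 65W-1, which allows a share of up to 0.0238%, and 0.243% in 65W-3, against 0.253 to 0.435% in the other 6. No explanation was tested.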
